A study of Drosophila melanogaster with 7 samples. Its data were reported in "Sites of transcription initiation drive mRNA isoform selection" (2023).

How the data were processed

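Direct RNA sequencing on nanopores reads each polyadenylated RNA molecule from its 3′ end, so that a single read carries both the transcript it came from and the length of its poly(A) tail. Per the labels, the series holds 7 such libraries: 1 of adult heads, 3 of embryos at 14 to 16 h after egg laying and 3 of ovaries. The study's methods give the strain as w1118. Each library was placed in its group by its title. The labels do not describe the replicates further. The study's methods give a number of ovaries or of embryos for each replicate, but also say that several isolations of polyadenylated RNA were pooled for each direct RNA library, so whether the libraries are independent collections is open. The p values of the limma fits and of library medians measure the spread between libraries, which may be smaller than that between independent collections. Those of Fisher's and binomial tests are counted over genes or transcripts and hold no spread between samples.

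The authors base-called the reads, estimated the poly(A) tail of each read in nucleotides (nt) with a nanopore tail caller, and assigned each read to a transcript of their combined isoform assembly. The deposited table has 1 entry per read (3,996,061 entries), with the library, the gene, the transcript, the tail length and the length of the assembled transcript. Its tails run from 20 to 915.35 nt. No tail under 20 nt is present, and the filter behind this limit is not stated. Transcript identifiers of the combined assembly carry no coordinates in the files used here. Per tissue, the authors also deposited a transcript assembly made from direct RNA reads: replicates were merged, reads were aligned to genome build dm6, splice junctions were corrected with short reads, 5′ ends were limited to annotated promoters, and each isoform needed at least 3 reads. Whether these assemblies precede the authors' later filter on 3′ ends is not stated.

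Genes were matched by FlyBase identifier to Ensembl annotation release 115. Of 9,410 nuclear gene identifiers in the read table, 9,329 were found there. The table gave no symbol for 322, of which 286 were named from Ensembl, and for 469 the symbol differed from the current one. In the texts the symbol is that of the table where it has one. The table also holds 23 mitochondrial genes, 621 reads of 17 spike-in RNAs (0.0155% of reads) and 643 reads of unannotated loci (0.0161%). The last 2 kinds stayed out of library totals and tests. The read totals of genes were 421,134 in heads, 826,260, 676,574 and 586,865 in embryos, and 499,265, 451,198 and 533,501 in ovaries. Counting intervals are 95% intervals, and they cover counting error only.

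The tail length of a gene in a library was the median over its reads. For embryos against ovaries, log2 of this median was fitted with limma (lmFit and eBayes with a trend) for the 1,963 genes with at least 10 reads in each of the 6 libraries, with group as the only term. Reads per gene were fitted with limma in the same way, as log2 of RPM, a gene's reads scaled to a common total of gene reads per library, plus a pseudocount of 1, for the 4,801 genes with at least 10 reads in at least 3 of the 6 libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called, and a gene is described as longer, shorter, higher or lower in embryos only where it was called. Where a group had 0 reads of a gene, the fold is a lower limit against a floor of 3 reads over the group. With 1 to 3 reads, the ratio of reads is given with its exact counting interval. Medians over all reads of a library were compared with a two-sided exact permutation test, whose smallest p for 3 against 3 libraries is 0.1. All other tests are two-sided as well. The tails and reads of the single head library entered no test against another tissue. Tests over genes that use this library or its assembly hold no spread between head samples, and cannot tell a tissue from a library.

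A set of 16 gene lists was written down before the data were examined: mitochondrial mRNAs, ribosomal proteins, germline and maternal mRNAs, eggshell and follicle cells, neurons, photoreceptors and vision, glia, muscle, fat body, hemocytes, cuticle and epidermis, replication-dependent histones, cell cycle and DNA replication, translation factors and glycolysis, genes with neuronal 3′ UTR extensions, and genes the study names. The last list was chosen by the study on these tissues and is not independent evidence. Replication-dependent histones, whose mRNAs lack a poly(A) tail, had 0 members in the table by symbol. Symbols that begin with His4r were left out of that list, among them the entry FBgn0053901. Whether that identifier belongs to a replication-dependent histone was not settled, so the 0 holds for symbols only. Lists with at least 3 measured genes were tested with camera from limma, with a preset correlation between genes of 0.01 and again with an estimated one. Adjusted p values run over the 6 lists testable for tails and the 14 testable for reads. For heads, the median of a list was placed among 10,000 random lists of the same size matched on reads.

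Named genes were chosen by a fixed rule. For each tested comparison they are the 10 called genes with the largest increase and the 10 with the largest decrease among those whose 2 groups do not overlap. Without a test they are the 10 highest and 10 lowest among genes with at least 100 reads in each tissue compared. For each list they are the measured members with the most reads. For assemblies they are the 10 genes with the most isoforms and the genes the study names. Genes named outside this rule are marked as chosen after their values were seen.

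Tail length was related to transcript length by Spearman correlation across genes within each library, with the length of the assembled transcripts averaged over the gene's reads. Genes were grouped into length classes under 0.8, 0.8 to 3, 3 to 5 and over 5 kb. The planned comparison of distal with proximal 3′ ends within a gene was replaced by the longest against the shortest assembled transcript of a gene, at least 150 nt apart and with at least 10 reads each, since transcripts in the read table have lengths but no end positions here. Each library's share of genes was set against an even split with an exact binomial test. In the assemblies, 5′ ends within 50 nt and 3′ ends within 150 nt of each other counted as 1 end. Genes with 2 or more ends of both kinds were tested with Fisher's exact test, and the furthest 3′ ends of a gene in 2 tissues with an exact binomial test. The planned test of linked 5′ and 3′ ends within single genes was not run.

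The replicate numbers were checked for pairing between embryos and ovaries: same-number pairs had correlations across genes of 0.0314, 0.00403 and 0.00269 in tails and 0.00266, −0.00298 and 0.00228 in reads, so the tissues were treated as unpaired. No 2 libraries were copies of each other. Reads per gene of 2 libraries differed with a chi-square per degree of freedom of 1.15 to 1.36 in embryos and 1.88 to 7.42 in ovaries. Embryo libraries thus differed little beyond counting error, and whether they are independent collections stays open. The fits were tested on simulated data. For tails (1,963 genes, 50 changed per fold), the fit recovered 34% of genes changed by 1.25-fold, 88% at 1.5-fold and 100% at 2-fold, and 6.94% of its calls were false. For reads (4,801 genes), it recovered 11.9% at 1.5-fold, 59.7% at 2-fold and 97.0% at 4-fold, and 3.45% of its calls were false. A shift of 0.3 log2 planted in the tails of 40 genes was found by camera, and 1 of 200 random lists had a p under 0.05. Simulated genes were drawn independently of each other, so this does not check the preset correlation of camera. Simulated tails also held no spread between libraries beyond that of their reads, so the share of false calls for tails may be too low. Simulated reads had the same set spread between libraries for every gene, and only a small part of the genes changed, in either direction. In the data most genes were called and the median gene was shifted. The share of false calls for reads may thus be too low as well.

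Alternatives covered the minimum number of reads, the mean tail, an untransformed scale, thinning to 451,198 reads, centring of each library, a replicate block, leaving out each replicate, size factors, library totals without mitochondrial reads, other pseudocounts, no filter, and other windows and transcript sets. A further 2, weights by reads and the joint removal of mitochondrial reads and ribosomal protein mRNAs, were chosen after seeing the data. The tools were limma 3.58.1 in R 4.3.3, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.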

Results

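The data were 3,994,797 direct RNA reads of *Drosophila* genes, each with the length of its poly(A) tail. They came from 1 library of adult heads, 3 libraries of embryos at 14 to 16 h after egg laying and 3 libraries of ovaries. The head library held 421,134 reads of genes, the embryo libraries 826,260, 676,574 and 586,865, and the ovary libraries 499,265, 451,198 and 533,501. Reads fell on 7,287 nuclear genes in heads, 7,827 to 8,144 in embryos and 5,923 to 6,160 in ovaries. Mitochondrial large ribosomal RNA (mt:lrRNA) took 55.4% of all reads in heads, 32.4% ± 1.21 in embryos and 18.4% ± 5.85 in ovaries (SD, n = 3), where the 3 libraries stood at 11.8%, 20.8% and 22.7%. All mitochondrial genes together took 276,002 reads in heads, which left 145,132 reads of nuclear genes, fewer than in any other library. Unless stated otherwise, errors of levels are SD over n = 3 libraries, errors of log2 differences are standard errors, and heads have no replicate.

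The most abundant nuclear mRNAs named each tissue. In heads they were those of the rhodopsin ninaE (4,068 reads) and the arrestin Arr2 (3,458 reads). Embryos were led by the muscle actin Act57B (17,405 reads), and ovaries by the chorion protein Cp15 (19,923 reads, 1.32% ± 0.51 of each library).

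The first question was how long poly(A) tails are in each tissue. Nuclear mRNAs of heads carried the longest tails, with a median over reads of 78.9 nt, against 55.2 ± 0.67 nt in embryos and 58.1 ± 0.20 nt in ovaries. Tails of at least 100 nt made up 37.6% of nuclear reads in heads, 17.7% ± 0.68 in embryos and 7.75% ± 0.45 in ovaries. Mitochondrial mRNAs were also longest in heads, at 58.7 nt, against 49.0 ± 0.60 nt in embryos and 51.4 ± 0.82 nt in ovaries. The tail of mt:lrRNA was nearly the same in all 3 tissues: 43.6 nt in heads, 43.4 ± 0.51 nt in embryos and 43.3 ± 0.33 nt in ovaries. That of the small mitochondrial ribosomal RNA, mt:srRNA, was longer in heads (59.1 nt over 401 reads) than in embryos (44.2 ± 2.02 nt) and ovaries (46.5 ± 0.98 nt). Tails within a single gene also spread over the most nt in heads. Over 606 genes the median interquartile range was 68.4 nt in heads, 46.0 to 47.2 nt in embryos and 26.03 to 27.2 nt in ovaries. The median tails of these genes were 84.1 nt in heads, 55.2 to 56.7 nt in embryos and 60.04 to 60.9 nt in ovaries. Relative to tail length, the spread in heads was thus like that in embryos, and ovaries stood out as narrow.

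Over all reads of genes, the library median was 47.6 ± 0.42 nt in embryos and 52.7 ± 1.59 nt in ovaries, a difference of −5.04 nt. All 3 embryo libraries lay below all 3 ovary libraries, and the two-sided exact permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow. The sign of this difference depended on which RNAs were counted. It was −2.94 nt without mitochondrial reads, and +7.52 nt for the median over genes (66.0 ± 1.46 nt in embryos and 58.5 ± 0.13 nt in ovaries). With mitochondrial reads and ribosomal protein mRNAs removed together, an alternative chosen after seeing the data, it was +5.95 nt.

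**Figure D1:**
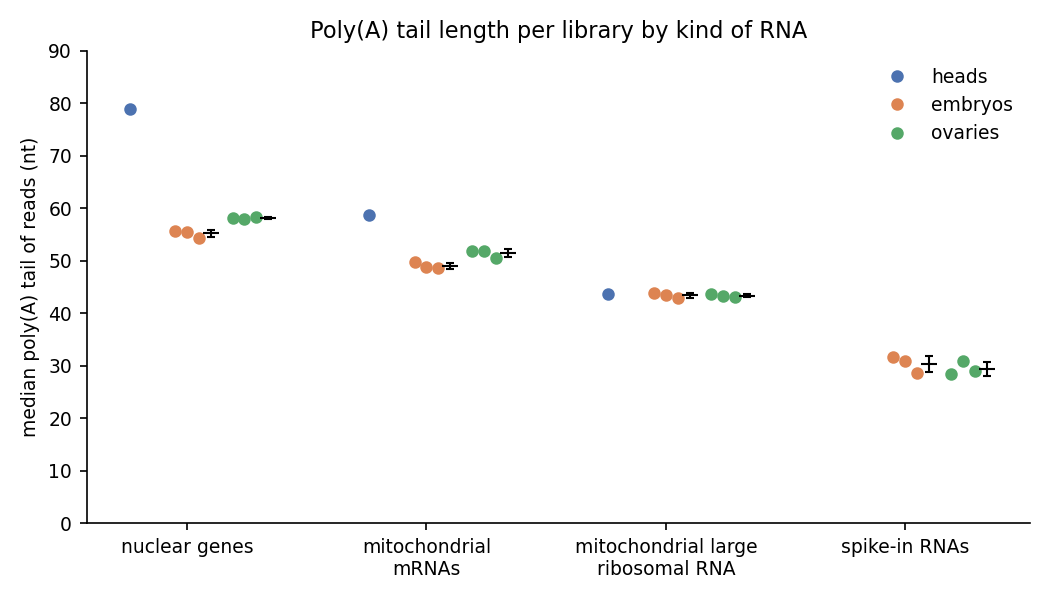
Median poly(A) tail length in nt (vertical axis) for each kind of RNA (horizontal axis: nuclear genes, mitochondrial mRNAs, mt:lrRNA and spike-in RNAs) in heads, embryos and ovaries; points are libraries and bars are the mean ± SD over n = 3 libraries (1 library in heads, with no spike-in read). Nuclear tails stood at 78.9 nt in heads against 55.2 and 58.1 nt in the other tissues, while mt:lrRNA lay between 43.3 and 43.6 nt in all 3.

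Single genes in heads showed where these long tails lay. Among the 250 genes with at least 100 reads, the longest tail belonged to unc-13, a presynaptic protein needed for vesicle release, at 207 nt. It was followed by the cytoskeletal linker shot at 139.7 nt, the exchange factor sif at 136 nt, the synapse-associated Sap47 at 131 nt and the MAP kinase rl at 127 nt. Ace, which encodes acetylcholinesterase, and rut, an adenylyl cyclase of learning and memory, stood at 117 and 116 nt. The shortest tails were on RpS23 at 43.4 nt and mt:lrRNA at 43.6 nt, followed by 5 more ribosomal protein mRNAs, among them RpS5a at 45.4 nt and RpL27A at 45.4 nt.

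The gene lists placed these values against random lists of equal size and like abundance. The random lists were not matched on transcript length, which tail length followed in heads (Spearman correlation of 0.414 across genes). How far the place of a list follows from its transcript lengths was not tested. The 14 neuronal genes measured in heads had a median tail of 111 nt, higher than 99.7% of random lists (median 87.8 nt). Examples were cpx at 98.0 nt, VAChT at 96.4 nt and Cam at 85.3 nt. The 7 genes with neuronal 3′ UTR extensions had a median of 116 nt (98.9% of random lists lower, random median 90.3 nt), with kst at 149.9 nt, stai at 126 nt and pum at 116 nt. The 4 genes that the study names had a median of 124 nt (96.3% lower, random median 94.4 nt), led by Calx at 157 nt, but they were chosen on these tissues. The 74 ribosomal protein mRNAs had a median of 53.5 nt, below every one of 10,000 random lists (random median 72.6 nt). The 15 muscle genes stood at 68.2 nt (4% of random lists lower, random median 80.2 nt), with Act57B at 49.3 nt and Mlc1 at 53.4 nt.

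Other lists in heads lay closer to their random lists. The 18 photoreceptor genes had a median of 92.1 nt (77.1% lower), with ninaE at 63.9 nt, Arr2 at 80.1 nt and Rh4 at 83.1 nt. The medians were 96.4 nt for 5 glial genes (54.7% lower), 95.8 nt for 3 germline and maternal mRNAs (56.0% lower), 76.0 nt for 17 cuticle genes (5.23% lower) and 70.1 nt for 13 genes of translation and glycolysis (22.3% lower). The 12 mitochondrial mRNAs stood at 56.3 nt (1.94% lower) and 3 genes of the eggshell list at 50.5 nt (0.125% lower), among them the yolk proteins Yp1 and Yp2. Of the smaller lists, the 2 fat body genes had a median of 77.9 nt, the hemocyte gene SPARC 107 nt and the cell cycle gene geminin 82.5 nt.

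The same genes were compared between tissues. Over the 1,309 genes, nuclear and mitochondrial, with at least 10 reads in each of the 7 libraries, the median gene tail was 89.6 nt in heads, 58.3 to 60.1 nt in embryos and 58.6 to 59.3 nt in ovaries. Among genes with at least 100 reads in both tissues, 183 of 198 (92.4%) had a longer tail in heads than in embryos, with a median log2 difference of 0.28. Against ovaries the count was 102 of 169 (60.4%), with a median log2 difference of 0.14. The cyclophilin Cyp1 had 78.4 nt in heads and 39.5 nt in embryos. The entry with the symbol His4r (FBgn0053901) had 84.4 and 43.3 nt, and whether its symbol and identifier name the same gene was not settled. The muscle gene Zasp66 went the other way, with 69.8 nt in heads and 127 nt in embryos. Against ovaries, rl had 127 nt in heads and 60.0 nt in ovaries, His3.3B 89.1 and 44.1 nt, and Pis, which encodes phosphatidylinositol synthase, 104 and 52.0 nt. Longer in ovaries were Arc1 (47.2 nt in heads and 67.9 nt in ovaries) and ATPsynC (65.8 and 92.6 nt).

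The second question was which genes differ in tail length between embryos and ovaries, the 2 tissues with replicates. Most transcripts of ribosomal proteins and several of translation factors had shorter tails in embryos, while Nf-YB and Pvf1 had longer ones. The largest decrease was in eEF1gamma (FBgn0029176, chromosome 3R), a translation elongation factor subunit, from 88.4 ± 5.54 nt in ovaries to 44.3 ± 1.93 nt in embryos (log2 −0.996 ± 0.0747, adjusted p = 0.000447). The largest increase was in Nf-YB (FBgn0032816, chromosome 2L), a subunit of a CCAAT-binding transcription factor, from 34.8 ± 5.07 nt in ovaries to 95.8 ± 24.7 nt in embryos (log2 1.44 ± 0.199, adjusted p = 0.00206). Of 1,963 genes tested with limma, 886 were called, 536 with longer and 350 with shorter tails in embryos, and 1,077 were not. In 1,137 genes (57.9%) the 3 libraries of one tissue all lay on one side of the other 3, which chance alone gives in 10% of genes.

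Besides Nf-YB, the largest increases were in Pvf1, a growth factor of the PDGF and VEGF family (92.4 ± 6.54 nt in embryos and 34.3 ± 3.54 nt in ovaries), tank (86.2 ± 16.1 and 32.1 ± 2.31 nt), CG13603 (90.4 ± 20.9 and 33.6 ± 2.76 nt), the glial gene CG6126 (97.3 ± 9.90 and 37.0 ± 3.00 nt) and the deacetylase Sirt2 (75.5 ± 11.5 and 28.8 ± 1.15 nt). Next were CG5180, cardiolipin synthase (CLS), CG1824 and CG8321, with log2 differences of 1.32, 1.32, 1.30 and 1.30. These 10 genes had 47 to 92 reads over the 3 embryo libraries.

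The largest decreases after eEF1gamma were in eIF3c, a translation initiation factor subunit (41.9 ± 13.7 nt in embryos and 79.3 ± 2.82 nt in ovaries), CG7414 (49.0 ± 2.58 and 88.8 ± 2.40 nt), the nuclear transport GTPase Ran (44.6 ± 5.19 and 80.1 ± 5.43 nt), RpL34a (41.5 ± 2.96 and 72.1 ± 0.84 nt), ATPsynC, a subunit of the mitochondrial ATP synthase (54.0 ± 1.55 and 92.6 ± 1.05 nt), and Tctp (41.6 ± 0.43 and 71.1 ± 0.84 nt). RNaseP:RNA, which is annotated inside the ATPsynC gene on the same strand, had like values (48.7 ± 2.03 and 92.1 ± 8.52 nt). The list ended with san and Dph5, at log2 −0.77 and −0.76.

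Most ribosomal protein mRNAs had shorter tails in embryos. Of 71 measured, 53 had shorter tails in embryos, 5 longer and 13 were not called, and 63 were called when adjusted over the list alone. Their median tail was 46.1 nt in embryos and 59.3 nt in ovaries. RpS15 had 43.3 ± 0.51 nt in embryos and 64.0 ± 0.76 nt in ovaries, RpL27A 41.1 ± 0.57 and 52.5 ± 0.24 nt, and RpS26 45.7 ± 0.61 and 56.4 ± 0.31 nt. The 5 that were longer, named after their values were seen, were RpL10Ab, RpS27A, RpS5a, RpL13A and RpLP0-like, with log2 differences of 0.39, 0.35, 0.32, 0.22 and 0.64. The list stood apart from other genes with camera (adjusted p = 2.1e-16 with the preset correlation, adjusted p = 0.151 with an estimated correlation). Of the 12 genes of translation and glycolysis, 5 had shorter tails in embryos, 1 longer and 6 were not called (6 called when adjusted over the list alone). The elongation factors eEF5 (43.8 ± 0.16 and 68.2 ± 0.55 nt), eEF1beta (43.1 ± 1.33 and 68.1 ± 0.27 nt) and eEF2 (45.6 ± 1.20 and 62.3 ± 1.90 nt) fell, while the glycolytic enzyme Gapdh2 rose (57.6 ± 0.94 and 50.5 ± 0.41 nt). As a list they did not pass the test (adjusted p = 0.105 with the preset correlation, 0.271 with an estimated correlation).

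Only 1 mitochondrial mRNA passed the test on tail length. Of 12 measured, 1 was shorter in embryos and 11 were not called, and 0 were called when adjusted over the list alone (adjusted p = 0.459 for the list with the preset correlation, 0.890 with an estimated correlation). The called gene was mt:ATPase6, at 67.4 ± 1.01 nt in embryos and 77.2 ± 1.42 nt in ovaries (adjusted p = 0.0479), the longest tail among the abundant mitochondrial mRNAs in both tissues and, at 96.7 nt, in heads. The most abundant, mt:CoI, had 45.0 ± 0.53 and 46.7 ± 0.59 nt.

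The remaining lists had few members with enough reads in all 6 libraries. Of 8 cell cycle genes, 2 were longer in embryos and 6 were not called (2 when adjusted over the list alone; list adjusted p = 0.459 preset, 0.626 with an estimated correlation). The 2 were RnrS, a subunit of ribonucleotide reductase (65.4 ± 2.35 and 39.1 ± 0.75 nt), and the replication factor Mcm7 (84.6 ± 1.52 and 65.8 ± 2.54 nt). Of 4 germline and maternal mRNAs, 1 was longer in embryos and 3 were not called (1 when adjusted over the list alone; list adjusted p = 0.459 preset, 0.626 with an estimated correlation). It was germ cell-less (gcl), at 78.1 ± 1.18 and 45.2 ± 1.62 nt. Of 3 genes with neuronal 3′ UTR extensions, lola was longer (log2 0.40 ± 0.0773), arm shorter (−0.42 ± 0.0706) and Hrb27C not called (2 when adjusted over the list alone; list adjusted p = 0.936 preset, 0.939 with an estimated correlation). Of 2 glial genes both were longer, Inx2 (log2 0.38 ± 0.114, adjusted p = 0.0323, a call lost under several other settings) and CG6126. Of 2 muscle genes, Tm1 was longer (log2 0.47 ± 0.0730) and flr shorter (−0.42 ± 0.0670). The photoreceptor list had 1 member, Cds, which was longer in embryos (73.6 ± 7.46 and 45.2 ± 2.61 nt). These last 3 lists were too small for a list test, with 2, 2 and 1 called when adjusted over the list alone. No member of the lists for eggshell, neurons, fat body, hemocytes, cuticle or genes the study names had enough reads.

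Genes ranked differently by tail length in the 2 tissues. Across 1,963 genes, the Spearman correlation of gene tails was 0.908 to 0.921 between ovary libraries and 0.592 to 0.618 between embryo libraries, but only −0.000233 to 0.0397 between an embryo and an ovary library. Among the 107 genes with at least 200 reads in every embryo and ovary library, the 9 embryo to ovary values averaged 0.275, against 0.967 within embryos and 0.988 within ovaries. Over 1,309 genes, head tails had a mean correlation of 0.504 with embryo tails and 0.00132 with ovary tails. Over the 77 genes with at least 200 reads in all 7 libraries, these means were 0.632 and 0.230. These correlations are across genes, which are not independent replicates, and they have no p.

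**Figure D2:**
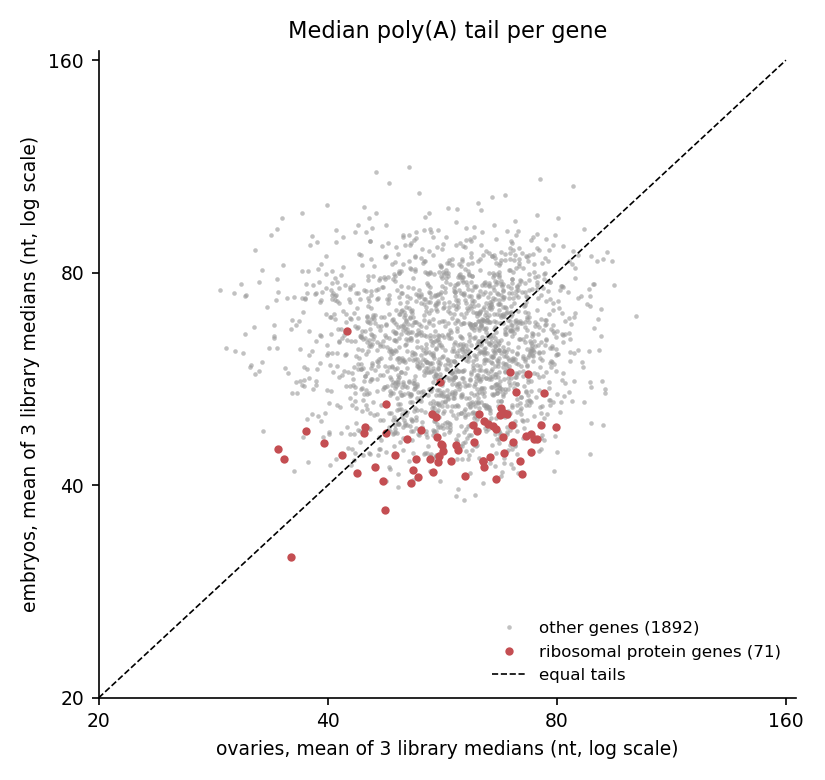
Poly(A) tail length per gene in ovaries (horizontal axis, nt, log scale) and embryos (vertical axis, nt, log scale), as the mean of 3 library medians; red points are 71 ribosomal protein genes, grey points other genes, and the dashed line marks equal tails. Most ribosomal protein genes lie below the line, with a median of 46.1 nt in embryos and 59.3 nt in ovaries.

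The balance of longer and shorter tails depended on the minimum number of reads and on the summary of a gene: 60.5% of called genes were longer in embryos with at least 10 reads per library, but 47.6% with at least 20 (302 of 634) and 27.4% with at least 50 (86 of 314). With at least 3 reads it was 71.0% (755 of 1,063), and with the mean tail in place of the median 79.96% (862 of 1,078). With each library centred on its own median, 452 genes were longer and 430 shorter in embryos, and the ribosomal protein counts were 5 longer and 59 shorter.

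The extremes of each tissue were also distinct. In embryos the longest of 1,407 ranked genes were Zasp66, a protein of the muscle Z-disc (127 ± 7.76 nt), and CG15023 (119 ± 8.79 nt), followed by the cuticle genes Cpr65Au (118 ± 8.64 nt) and Lcp65Ac (116 ± 6.21 nt). The shortest were CG14756 (31.1 ± 1.86 nt) and RpS5b (31.7 ± 0.90 nt). In ovaries the longest of 2,426 ranked genes was wispy (wisp), a cytoplasmic poly(A) polymerase of the female germline, at 144 ± 7.97 nt. It was followed by Pxt, a peroxidase of the follicle, at 104 ± 8.74 nt. The shortest were Sirt2 (28.8 ± 1.15 nt) and the splicing regulator tra2 (30.2 ± 3.42 nt), and the maternal mRNA localisation factor exuperantia (exu) had 31.3 ± 0.69 nt over 1,446 reads.

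The third question was which genes the 2 tissues express, as RPM, a gene's reads scaled to a common total of gene reads per library. Embryos at this stage were rich in mRNAs of cuticle and muscle, and ovaries in mRNAs of the eggshell and of maternal and germline factors. The largest increase was in CG2962, with 7110.3 ± 192 RPM in embryos and 0 reads in ovaries, at least 3510.4-fold higher in embryos. Next was the cuticle gene Cpr65Ea (FBgn0035735, chromosome 3L), with 6171.7 ± 439 RPM in embryos and 0 reads in ovaries, at least 3027.8-fold higher in embryos. Act57B (FBgn0000044, chromosome 2R) had 8349.8 ± 215 RPM in embryos and 23.3 ± 6.77 RPM in ovaries (log2 8.47 ± 0.206). Cp15 (FBgn0000355, chromosome 3L) had 13158.4 ± 5146 RPM in ovaries and 0 reads in embryos, at least 9351.8-fold lower in embryos.

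Of 4,801 genes tested with limma, 4,371 were called, 1,131 higher and 3,240 lower in embryos, and 430 were not. The groups did not overlap in 4,401 genes (91.7%, against 10% by chance). The median gene was shifted by −1.55 log2 under this scaling, and for 3 lists below the change is also given relative to that shift. With size factors the shift was 0.04 and the split 1,944 higher and 1,658 lower. No read in ovaries was seen for 546 tested genes, and none in embryos for 41.

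After CG2962 and Cpr65Ea, the largest increases were in further genes with 0 reads in ovaries. CG13159 was at least 2461.3-fold higher, and the Tweedle cuticle genes TwdlD, TwdlM and TwdlF at least 2143, 1215 and 1092-fold. Lcp65Ag2, a larval cuticle protein, was at least 1589.99-fold higher, and FBgn0031629, Osi15 and CG15022 at least 949, 886 and 885-fold. The largest decreases after Cp15 were in the chorion genes Cp19, Cp36 and Cp38 (at least 2364, 1714 and 1552-fold lower in embryos), the vitelline membrane genes Vm26Ab and Vm32E (at least 1319.9 and 325-fold) and the yolk protein genes Yp2 and Yp1 (at least 763 and 367-fold). CG43134 had 2.85 ± 1.42 RPM in embryos and 2452.8 ± 251 RPM in ovaries. CG11674 had 3 reads in embryos and a ratio of reads of 610.2 (interval 208 to 2963).

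Of 40 cuticle and epidermis genes, 39 were higher in embryos and 1 lower (40 called when adjusted over the list alone). Among them obst-A and verm were at least 684 and 446-fold higher, and Gasp had 2 reads in ovaries and a ratio of 741 (interval 205 to 6123). Of 15 muscle genes, 14 were higher and 1 lower (15 over the list alone); with size factors all 15 were higher. The myosin light chain Mlc1 had 2248 ± 80.6 RPM in embryos and 7.34 ± 1.79 in ovaries, and the troponin wupA 1412 ± 80.9 and 7.98 ± 3.82 RPM. All 4 hemocyte genes were higher (4 over the list alone), such as SPARC (591 ± 42.6 and 14.1 ± 5.51 RPM) and the prophenoloxidase PPO2 (at least 102-fold). The lower ones, named after their values were seen, were Cpr64Ad (log2 −1.77) in the cuticle list and flr, an actin-binding protein, in the muscle list (−0.29). The 3 lists stood apart from other genes with camera (adjusted p = 6.75e-25, 1.36e-08 and 0.000672 with the preset correlation), and each had adjusted p = 0.0581 with an estimated correlation.

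Most measured genes of the neuronal and glial lists were higher in embryos. Of 6 neuronal genes, 5 were higher and 1 was not called (5 over the list alone): VAChT, Gad1 and Rab3 were at least 28.2, 18.7 and 17.8-fold higher, and stai had 41.3 ± 7.17 RPM in embryos and 6.80 ± 3.14 in ovaries. The gene not called was unc-13, at 20.4 ± 4.96 and 25.98 ± 17.6 RPM. Of 9 glial genes, 7 were higher, 1 lower and 1 not called (8 over the list alone); with size factors 8 were higher and 0 lower. The Na,K-ATPase subunit nrv2 had 245 ± 8.65 and 3.39 ± 1.253 RPM, and alrm was at least 51.6-fold higher. The lower one was loco (log2 −1.09), named after its value was seen. The adjusted p values were 0.000997 for neurons and 0.000226 for glia with the preset correlation, and adjusted p = 0.0581 for both with an estimated correlation.

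Ovaries were rich in maternal and dividing-cell mRNAs. Of 28 germline and maternal mRNAs, 27 were lower in embryos and 1, pum, was higher, on 1 read in ovaries (28 over the list alone). The cyclin CycB had 93.2 ± 15.7 RPM in embryos and 2309 ± 232 in ovaries, CycA 76.2 ± 2.24 and 1964 ± 219, and the posterior determinant nos 4.30 ± 1.17 and 957 ± 35.0. All 23 cell cycle and replication genes were lower in embryos (23 over the list alone; −2.66 relative to all genes), with PCNA at 76.0 ± 8.18 and 1092 ± 138 RPM and RnrS at 60.4 ± 1.03 and 1263.5 ± 179 RPM. Of 17 eggshell and follicle cell genes, 14 were lower and 3 higher (17 over the list alone). The 3 higher ones, named after their values were seen, were slbo (296 ± 26.7 and 1.36 ± 1.19 RPM), mirr and Fas3. The 3 lists had adjusted p values of 0.000672, 0.000226 and 0.0247 with the preset correlation, and adjusted p = 0.148, 0.148 and 0.420 with an estimated correlation.

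Mitochondrial and ribosomal protein mRNAs took larger shares in embryos. Of 12 mitochondrial mRNAs, 11 were higher and 1 lower (12 over the list alone; 2.38 log2 relative to all genes; with size factors all 12 were higher). The list had adjusted p = 9.62e-05 with the preset correlation and adjusted p = 0.0581 with an estimated correlation. The cytochrome oxidase mRNA mt:CoI had 22434.7 ± 265 and 13723 ± 1384 RPM, and mt:ATPase6, the lower one, 12382 ± 274 and 15897 ± 1158 RPM. Of 75 ribosomal protein genes, 45 were higher, 5 lower and 25 not called (46 over the list alone; 1.86 log2 relative to all genes). Scaling moved these counts to 73 higher and 1 lower with size factors, and 63 and 3 without mitochondrial reads in the totals. The list had adjusted p = 6.99e-09 with the preset correlation and adjusted p = 0.345 with an estimated correlation. RpS15 was at 6207 ± 179.5 and 4015 ± 424 RPM. The 5 lower ones, named after their values were seen, were RpS5b (log2 −2.19), RpLP0-like, RpL24-like, RpS28b and RpL11.

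The other lists went both ways. Of 14 genes of translation and glycolysis, 2 were higher, 9 lower and 3 not called (11 over the list alone; adjusted p = 0.755 preset, 0.833 with an estimated correlation), but 9 were higher and 3 lower with size factors. Gapdh2 had 767 ± 59.1 and 3083 ± 341 RPM, while the higher ones were Ald1 (log2 4.02) and eIF1A (1.71), named after their values were seen. Of 12 genes with neuronal 3′ UTR extensions, 4 were higher, 6 lower and 2 not called (10 over the list alone; adjusted p = 0.484 preset, 0.674 with an estimated correlation), and 6 were higher and 4 lower with size factors. Examples were lola, at 86.0 ± 7.69 and 537 ± 54.0 RPM, and the spectrin kst, at 53.7 ± 18.5 and 18.0 ± 9.14 RPM. Of 3 fat body genes, Obp99a and Npc2e were higher and Mtp was lower (3 over the list alone; adjusted p = 0.112 preset, 0.345 with an estimated correlation), and Mtp turned higher with size factors. The photoreceptor genes Cds and inaE were both lower (2 over the list alone), but Cds turned higher with size factors and inaE was then not called.

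Of the 8 genes named by the study, 4 were higher and 4 lower (8 over the list alone; adjusted p = 0.226 preset, 0.365 with an estimated correlation), and 4 and 2 with size factors. Higher were chic, the fly profilin (137 ± 5.02 and 11.1 ± 5.77 RPM), stai, wun (3 reads in ovaries, ratio 30.3, interval 10.1 to 149) and pum (38 reads in embryos and 1 in ovaries). Lower were the metal transporter Mvl (11.9 ± 2.66 and 68.6 ± 14.6 RPM), the sodium/calcium exchanger Calx (8.53 ± 1.15 and 51.2 ± 7.73 RPM), ttk (12.6 ± 4.86 and 33.8 ± 10.2 RPM) and the glucose transporter Glut1 (6.90 ± 2.44 and 23.6 ± 1.35 RPM). This list is not independent evidence, since the study chose it on these tissues. Some of its genes had hardly a read here: Act5C had 1, 2 and 5 reads in heads, embryos and ovaries, and orb 1, 0 and 0. The embryo assembly nevertheless holds 2 transcripts of Act5C and 1 of Fatp1 (2 embryo reads), and the ovary assembly 1 of pum. Each transcript needed at least 3 reads, so the read table lacks reads of these genes. Their counts in it, with the call of pum, are no safe measure of expression. Whether other genes lack reads in the same way was not tested, so 0 reads of a gene in a tissue may not mean absence.

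**Figure D3:**
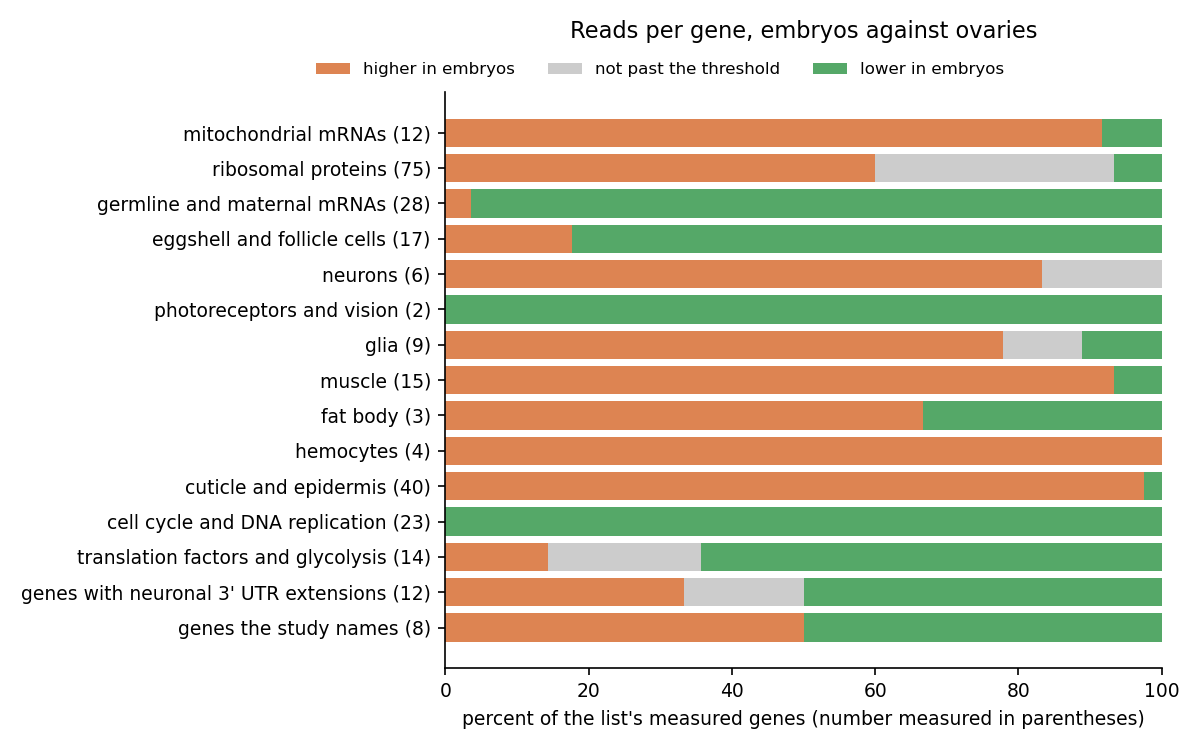
Percent of measured genes (horizontal axis) that were higher in embryos, not past the threshold, or lower in embryos than in ovaries, for 15 gene lists (vertical axis, number measured in parentheses), from limma on RPM. Cuticle (39 of 40) and muscle (14 of 15) were higher in embryos and cell cycle (23 of 23) lower; with size factors the translation and glycolysis list turned from 2 higher and 9 lower to 9 higher and 3 lower, the neuronal 3′ UTR extension list from 4 and 6 to 6 and 4, the photoreceptor list from 0 and 2 to 1 and 0, and Mtp of the fat body list turned higher.

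The study related long tails to long transcripts, so the fourth question was how far tail length follows transcript length in each tissue. The relation was positive in all 7 libraries and strongest in heads. The Spearman correlation across genes was 0.414 in heads (2,354 genes), 0.268 ± 0.0121 in embryos and 0.163 ± 0.0134 in ovaries. In heads the median gene tail ran from 77.3 nt for transcripts under 0.8 kb to 123 nt for those over 5 kb. In embryos it ran from 56.3 ± 1.41 to 77.8 ± 1.36 nt, and in ovaries from 56.0 ± 0.59 to 63.6 ± 0.77 nt. The 12 mitochondrial mRNAs lay below these classes, at 56.3 nt in heads, 48.9 ± 0.67 nt in embryos and 49.5 ± 0.70 nt in ovaries. Abundant genes had shorter tails in heads (Spearman −0.273) and embryos (−0.184 ± 0.0167), but not in ovaries (−0.00140 ± 0.0120). Given the number of reads, the correlation of tail with transcript length was 0.377 in heads, 0.224 ± 0.0103 in embryos and 0.171 ± 0.0138 in ovaries. Genes are not independent replicates, and these values have no p.

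**Figure D4:**
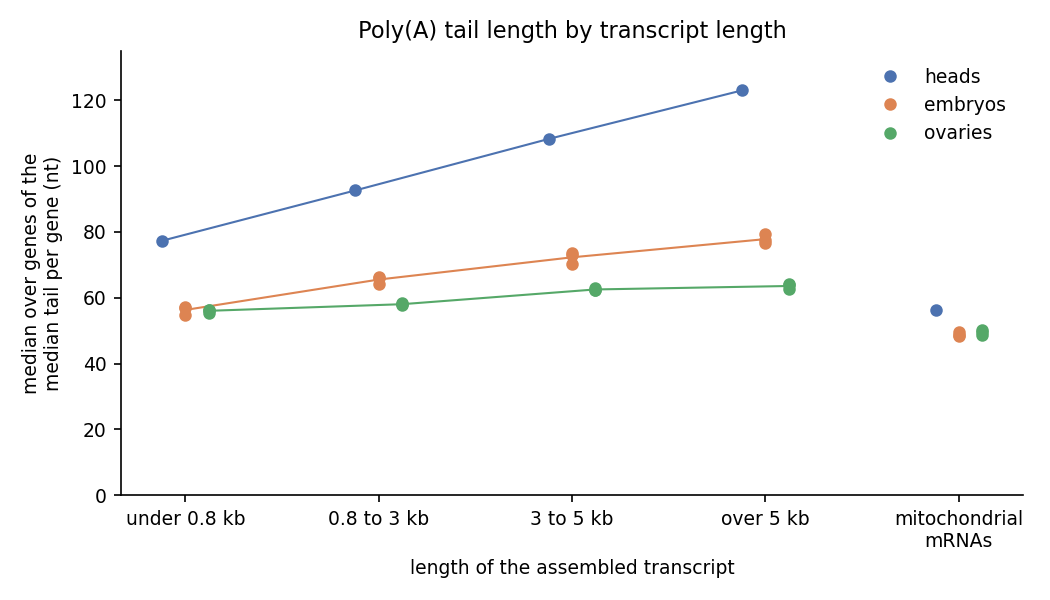
Median over genes of the gene tail length in nt (vertical axis) by class of assembled transcript length (horizontal axis: under 0.8, 0.8 to 3, 3 to 5 and over 5 kb, with mitochondrial mRNAs apart); points are libraries and lines are means over libraries. Heads climb from 77.3 to 123 nt, embryos from 56.3 to 77.8 nt and ovaries from 56.0 to 63.6 nt.

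Within a gene, the longest assembled transcript tended to carry the slightly longer tail. Of the genes here, all named after their values were seen, RpL3 and RpL22 stood out, with tails on the longest transcript 76.5 and 75.6 nt longer on average and longer in 7 of 7 libraries. The iron storage gene Fer1HCH had a difference of 12.6 nt (7 of 7), while the actin gene Act42A had −9.92 nt (0 of 7). The share of genes with a longer tail on the longest transcript was 56.1% of 107 genes in heads (interval 46.1 to 65.7), 61.3% of 150, 55.6% of 124 and 57.7% of 104 in embryos, and 61.3% of 137, 61.1% of 113 and 57.1% of 133 in ovaries. Over these 7 exact binomial tests, the adjusted p was 0.0354 in the first embryo and first ovary library, 0.0549 in the second ovary library and 0.197 to 0.246 in the others. Median differences were 1.68 to 5.21 nt. In heads the share fell to 50.0% of 42 genes with at least 20 reads per transcript. Of 24 genes measured in all 6 embryo and ovary libraries, 4 were longer in all 6 and 2 shorter in all 6.

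The fifth question was how many isoforms and ends each tissue's own assembly holds, and whether alternative 5′ and 3′ ends occur in the same genes. The assemblies of direct RNA reads held 1,129 transcripts in heads, 3,384 in embryos and 4,403 in ovaries, at 1,043, 2,896 and 3,724 annotated genes, of which 719 were in all 3. Arf79F and Atg18a had the most isoforms in embryos (7 each), Doa, Mlf and eIF4E1 in ovaries (6 each), and 14-3-3epsilon, ABCD, CG40045, Mlf, Rab5 and sun in heads (3 each). At least 2 isoforms were found for 5.66% of genes in heads (95% Wilson interval 4.41 to 7.23), 10.9% in embryos (9.83 to 12.1) and 11.5% in ovaries (10.6 to 12.6). At least 2 distinct 3′ ends were found for 1.05% (0.590 to 1.88), 3.28% (2.69 to 3.99) and 4.24% (3.64 to 4.94). Each assembly merges its replicates and the depth differs between tissues, so these shares have no error between samples.

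Over all genes of an assembly, those with alternative 5′ ends had alternative 3′ ends more often, but not past the threshold among genes with at least 2 transcripts. Rab5, an endosomal GTPase, had 3 ends of each kind in heads, and Arf79F had 3 and 2 in embryos. Of genes with at least 2 5′ ends, 3 of 7 in heads (42.9%), 16 of 48 in embryos (33.3%) and 31 of 64 in ovaries (48.4%) also had at least 2 3′ ends, against 0.772%, 2.77% and 3.47% of the other genes. The odds ratios were 92.2 (interval 11.7 to 652), 17.5 (8.58 to 34.4) and 26.05 (14.9 to 45.4), with Fisher's exact adjusted p of 2.99e-05, 7.18e-13 and 2.41e-26. Genes with 1 transcript can have only 1 end of each kind. Without them Fisher's exact test gave odds ratios of 3.99 (adjusted p = 0.169), 1.20 (adjusted p = 0.610) and 1.77 (interval 0.996 to 3.13, adjusted p = 0.145), so that all 3 calls ended.

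The last question was whether heads use more distal 3′ ends. Apart from Calx, the genes of this paragraph are named after their values were seen. In Cam, the calmodulin gene, the transcript in heads ended at position 12,277,193 of chromosome 2R, 2,262 nt beyond that in ovaries at 12,274,931. In crc, mon2 and Tm1 the end in heads lay 8,038, 4,047 and 3,451 nt further downstream than in ovaries. In Calx it lay 21,787 nt further in ovaries, where 3 isoforms reached up to position 21,014,460 of chromosome 3R, while the head transcript of 615 nt ended at 20,992,673. The largest differences towards ovaries were in Gprk1 (135,554 nt) and Parp (123,511 nt), each with 1 head transcript ending far upstream.

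Of 838 genes in both assemblies, 72 had their furthest 3′ end over 150 nt further downstream in heads and 78 in ovaries (48.0% in heads, exact binomial p = 0.683). With differences over 500 nt the direction turned, to 32 in heads and 14 in ovaries (69.6%, adjusted p = 0.0170). The head assembly, from 1 library with the fewest nuclear reads, was less distal than that of embryos, at 32 against 78 of 794 genes (29.1%, adjusted p = 4.07e-05 over genes). Each p with heads holds no spread between head samples and is no test of the tissue. Embryos were more distal than ovaries, at 215 against 164 of 2,159 genes (56.7%, adjusted p = 0.0152), and 104 against 51 with differences over 500 nt. This call ended with differences over 50 nt (52.5%, adjusted p = 0.280), with 1 transcript in each assembly (54.8%, adjusted p = 0.194) and with at least 2 (62.8%, adjusted p = 0.379). That of heads against embryos ended with differences over 500 nt (33.3%, adjusted p = 0.0533). It also ended with at least 2 transcripts in each, where only 1 gene was further in heads and 4 in embryos (20.0%, adjusted p = 0.563). Of genes named after their values were seen, Cadps, Hcf and fus ended 37,919, 9,013 and 8,550 nt further in embryos, and alph, Atg1 and S6k 17,926, 12,337 and 7,105 nt further in ovaries.

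Among the genes the study names, pum (FBgn0003165), a repressor of translation, differed at both ends. On the minus strand of chromosome 3R (build dm6), the embryo transcript ran from 9,157,950 to 9,067,579 with 6 exons (6,821 nt), and the ovary transcript from 9,237,025 to 9,069,758 with 13 exons (6,808 nt). The embryo transcript started 79,075 nt further downstream and ended 2,179 nt further downstream. The last 5 exons began at the same 5′ positions in both, apart from the longer 3′ UTR in embryos. In the read table pum had 37 reads in heads, 38 in embryos and 1 in ovaries, fewer in ovaries than its assembled transcript needed.

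**Figure D5:**
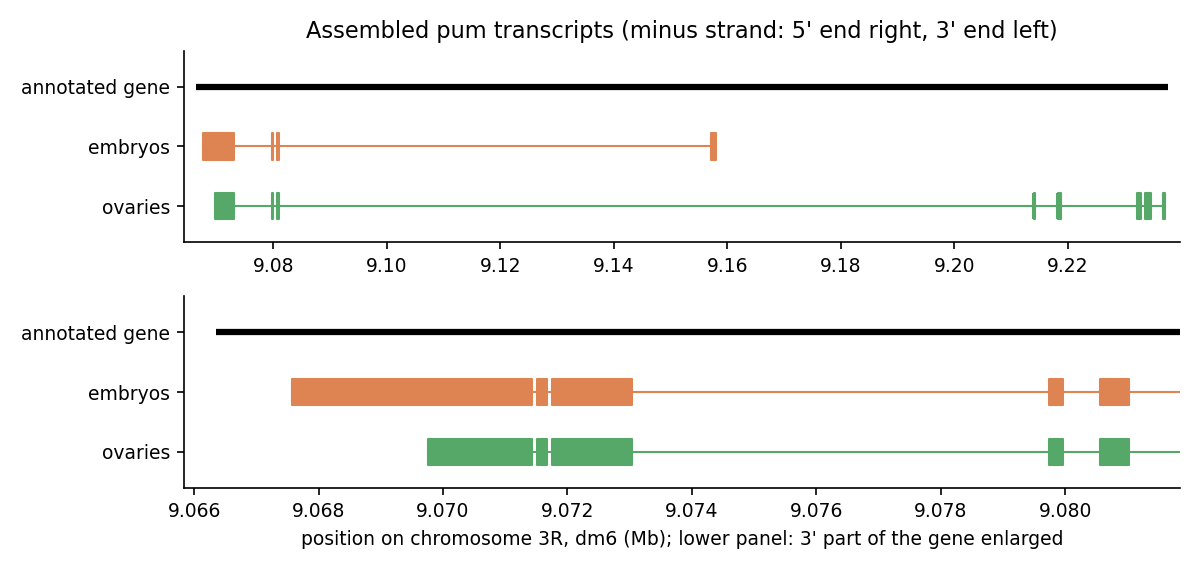
Map of the pum transcripts in the embryo and ovary assemblies against the annotated gene, by position on chromosome 3R of dm6 (horizontal axis, minus strand); boxes are exons, lines are introns, and the lower panel enlarges the 3′ part. The embryo transcript starts 79,075 nt downstream of the ovary transcript and its 3′ end lies 2,179 nt further downstream.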

Values the study reported

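The study built its full isoform atlas from several long-read methods, not from direct RNA reads alone. It reported 59,970 full-length transcripts from 11,310 genes. Of these transcripts, 35,170 were found in head samples alone. Those counts rest on more methods than direct RNA sequencing and were made at other thresholds.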

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

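The tests of read number, of a shift in tail calling, of the genes read in heads, of transcript length, and of stop codons without ribosomal protein genes, together with the splits of the samples, were chosen only after the result was seen. The tests without ribosomal protein mRNAs and of stop codons over all genes were written down after the patterns were seen but before their own results, and the stop codon test uses a limit of 30 nt that was set on the same tails.

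Of 24 genes measured in all 6 embryo and ovary libraries, 1 had a tail difference between its transcripts of opposite sign in the 2 tissues. It was picked for these signs, so chance among the 24 genes stays open. In His3.3B, which encodes a histone H3.3, the longest assembled transcript (1,246 nt longer than the shortest) carried a tail 10.998 nt longer than the shortest in embryos (12.4, 19.1 and 1.55 nt) and −5 nt in ovaries (−2.94, −5.58 and −6.49 nt), and the difference between tissues was not tested. The 621 reads of spike-in RNAs, 69 to 125 in each embryo and ovary library and 0 in heads, lie outside the comparisons of the report, with median tails of 30.3 ± 1.60 nt in embryos and 29.4 ± 1.35 nt in ovaries. The same holds for 643 reads of unannotated loci.

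Gene tail lengths in embryos and ovaries were hardly related. Scarce reads do not account for all of it. Among the 107 genes with at least 200 reads in each library the mean correlation between the tissues was 0.275, against at least 0.961 within a tissue. It was 0.0247 over the 1,963 genes with at least 10 reads. The genes change with this minimum, so how far scarce reads lower the value over all genes stays open. Among the genes with at least 200 reads, ribosomal protein mRNAs do not account for it either. Without them it was 0.162 over 56 genes, and the lowest value within a tissue 0.918. A difference between embryos and ovaries in how tails are shortened or extended stays open and was not tested. In the fits, 1 of the 10 splits of the 6 libraries, the real one, called as many genes (886 for tails and 4,371 for reads, against at most 0 in the other splits), and 10 splits are too few for a share under 0.05.

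Nuclear mRNAs of heads carried long tails. The 2 mitochondrial ribosomal RNAs differ on a shift in tail calling in the head library: the median tail of mt:lrRNA in heads lay within 0.302 nt of the means of the other tissues, but that of mt:srRNA lay up to 14.9 nt above them, and mitochondrial mRNAs were longer in heads too (58.7 nt against 49.0 and 51.4 nt). A shift equal in all RNAs is thus argued against by mt:lrRNA, while a shift in part of the RNAs stays open. Different genes do not account for it over the 1,309 genes with at least 10 reads in each library, where heads stayed 29.5 nt above the highest of the other 6 libraries, but among genes with at least 100 reads, while 183 of 198 were longer than in embryos (medians of 64.9 and 51.0 nt), heads were only 2.44 nt above ovaries (169 genes), so against ovaries this stays open for abundant genes. Heads rest on 1 library here, so within these data a peculiarity of that library and a property of the tissue cannot be told apart. The study also estimated tails in heads with FLAM-seq, another long-read method. It reported long tails for nervous system transcripts, which grew with transcript length. The FLAM-seq reads were not used here.

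Minor transcripts of some ribosomal protein genes had far longer tails than the main transcript of the same gene. Longer minor transcripts differed from the main one by a median of 9.1 nt over 30 of ribosomal protein genes and 1.66 nt over 223 of other genes. Of these, 7 and 13 had tails over 30 nt longer, so a part of transcript length stays open. The 7 transcripts concerned, with 31 to 243 reads, each had the longer tail in 7 of 7 libraries. They were picked for their long tails in these same libraries, so this cannot decide on scarce reads. Over all genes, minor transcripts whose stop codon lies over 50 nt upstream of the last junction had tails over 30 nt longer more often (4 of 25 against 8 of 416, Fisher's exact p = 0.00294), but 3 of the 4, RpL3, RpL10Ab and RpS9, belong to the transcripts that prompted the test, so this p decides nothing. Without ribosomal protein genes the test gave 1 of 22 against 7 of 388 (Fisher's exact p = 0.359), too few to decide. A role of nonsense-mediated decay stays open: RpL30, RpL18 and RpL22 were not tested for it, and RpL28 goes against it (58.3 nt longer, stop codon downstream of the last junction).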

How the results depend on the processing

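Of the results of the 2 fits, most values of named genes kept their direction and their side of the threshold: for tails 574 did, 9 were stronger and 9 weaker, and for reads 698 did, 8 were reversed, 8 stronger and 6 weaker. Weights by reads and the joint removal of mitochondrial reads and ribosomal protein mRNAs were chosen after seeing the data. In what follows the cause was not tested unless stated. The depth limits the tail fit to genes with at least 10 reads in every library, and the 3 libraries per tissue limit each p between library medians to 0.1. The test of linked ends within single genes, a filter on the tail caller's own mark, another tool for read counts, and the length correlation with mitochondrial mRNAs were not run.

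For tails, leaving out 1 library gave 606 to 929 called genes. At least 50 reads gave 314, since only 437 genes were then tested. With at least 3 reads or the mean tail, 2 lists passed in place of 1, the second being translation and glycolysis, and 0 passed with an estimated correlation. For reads, 0 of 14 lists passed with an estimated correlation. The replicate block gave 779 called genes for tails and 4,334 for reads. The call of Inx2 for tails was lost with at least 3 reads, thinning, centring, the replicate block and without 4 of the 6 libraries in turn. That of flr was lost with the mean tail. For reads, leaving out 1 library gave 4,253 to 4,322 called genes, and the calls of Cam and kst were lost without the third embryo library, that of Cam also without the second, and that of RpS26 with the replicate block.

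With size factors the reads of arm (log2 1.56), Cds (1.07), eEF1beta (0.89), RpL41 (1.47), Mtp (0.70) and eEF5 (1.43) turned higher in embryos. With mitochondrial reads left out of the totals, RpL41 (0.22) and eEF5 (0.18) did. The call of inaE was lost with size factors and that of Cds without mitochondrial reads. The difference of library medians was −2.94 nt without mitochondrial reads, 5.95 nt without ribosomal protein mRNAs as well, and 7.52 nt over genes. Leaving out 1 library gave −4.14 to −5.64 nt.

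The correlation of tail with transcript length in embryos was 0.286 with the longest transcript, 0.291 with the mean over transcripts, 0.246 with at least 3 reads, 0.224 with at least 50 and 0.246 without ribosomal protein mRNAs. The share of genes with the longer tail on the longest transcript was 58.0% in heads, 58.0% in the second embryo library and 58.4% in the second ovary library with at least 5 reads per transcript, each then past the threshold, but it fell to 50.4% in the third embryo and 50.5% in the third ovary library. With at least 20 reads it was 50.0% in heads, 52.9 to 58.5% in embryos and 59.2 to 64.9% in ovaries, none past it. The first embryo library then stood at 53.1% and the first ovary library at 63.2%. With a length difference of 300 nt these 2 stood at 60.6% and 60.5%, neither past it. With 50 nt it was 56.8% in the first ovary library, no longer past it, and 60.0% in the second, now past it.

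Genes with at least 2 3′ ends made up 2.56% in embryos and 3.25% in ovaries with a window of 300 nt, and 4.45% and 5.98% among genes in all 3 assemblies. The odds ratio of joint 5′ and 3′ ends in heads was 21.1 with the 300 nt window (Fisher's exact adjusted p = 0.0590). Without genes of 1 transcript, which can have only 1 end of each kind, it was 3.99 in heads, 1.20 in embryos and 1.77 in ovaries, none past the threshold. With differences over 500 nt, 69.6% of changed 3′ ends were further downstream in heads than in ovaries, the reverse of the main direction, and 33.3% further in heads than in embryos (adjusted p = 0.0533). With at least 2 transcripts in each assembly the share was 20.0% for heads against embryos (only 1 against 4 genes) and 62.8% for embryos against ovaries (27 against 16 genes). For embryos against ovaries it was 52.5% with differences over 50 nt and 54.8% for genes with 1 transcript, none of these past the threshold.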

Other observations

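The tests of joint end changes between tissues, the comparison of ribosomal protein genes with other genes, and its limit of 30 nt for a much longer tail, were chosen only after the result was seen.

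Some minor isoforms carried tails far longer than the main isoform of their gene. Among longer minor transcripts, 7 of 30 from 25 ribosomal protein genes (23.3%) had a tail over 30 nt longer, and 13 of 223 from 192 other genes (5.83%). These counts describe the tails that prompted them and are given without a p. The 7 were RpL30 (103 nt longer), RpL10Ab (87.7 nt), RpL3 (86.7 nt), RpL18 (84.9 nt), RpS9 (84.0 nt), RpL22 (84.0 nt) and RpL28 (58.3 nt). A shorter minor transcript of TBPH, the fly TDP-43, had a tail 98.0 nt longer than the main one.

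Genes whose 5′ end changed between tissues were compared with the rest, over genes with 1 transcript in each assembly. Between heads and ovaries, the 3′ end also changed in 12 of 28 genes with a changed 5′ end (42.9%) and in 15.2% of the others (odds ratio 4.17, interval 1.74 to 9.72, Fisher's exact p = 0.000621, adjusted p = 0.00186 over 3 tests). The ubiquitin-conjugating enzyme gene ben, Cam and the synaptic scaffold gene homer were among the 12. In ben the head transcript started 312 nt upstream of the ovary transcript and ended 1,351 nt further downstream. Between heads and embryos the count was 3 of 17 (odds ratio 1.47, Fisher's exact p = 0.471), and between embryos and ovaries 6 of 39 (odds ratio 0.978, Fisher's exact p = 1), with pum, fray and MEP-1 among the 6. Heads are 1 library, so these p values over genes hold no spread between head samples, and whether the 3 pairs of tissues differ was not tested.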
